# c-Myc Regulates Self-Renewal in Bronchoalveolar Stem Cells

**DOI:** 10.1371/journal.pone.0023707

**Published:** 2011-08-17

**Authors:** Jie Dong, Shari Sutor, Guoqian Jiang, Yajun Cao, Yan W. Asmann, Dennis A. Wigle

## Abstract

**Background:**

Bronchoalveolar stem cells (BASCs) located in the bronchoalveolar duct junction are thought to regenerate both bronchiolar and alveolar epithelium during homeostatic turnover and in response to injury. The mechanisms directing self-renewal in BASCs are poorly understood.

**Methods:**

BASCs (Sca-1^+^, CD34^+^, CD31^−^ and, CD45^−^) were isolated from adult mouse lung using FACS, and their capacity for self-renewal and differentiation were demonstrated by immunostaining. A transcription factor network of 53 genes required for pluripotency in embryonic stem cells was assessed in BASCs, Kras-initiated lung tumor tissue, and lung organogenesis by real-time PCR. c-Myc was knocked down in BASCs by infection with c-Myc shRNA lentivirus. Comprehensive miRNA and mRNA profiling for BASCs was performed, and significant miRNAs and mRNAs potentially regulated by c-Myc were identified. We explored a c-Myc regulatory network in BASCs using a number of statistical and computational approaches through two different strategies; 1) c-Myc/Max binding sites within individual gene promoters, and 2) miRNA-regulated target genes.

**Results:**

c-Myc expression was upregulated in BASCs and downregulated over the time course of lung organogenesis in vivo. The depletion of c-Myc in BASCs resulted in decreased proliferation and cell death. Multiple mRNAs and miRNAs were dynamically regulated in c-Myc depleted BASCs. Among a total of 250 dynamically regulated genes in c-Myc depleted BASCs, 57 genes were identified as potential targets of miRNAs through miRBase and TargetScan-based computational mapping. A further 88 genes were identified as potential downstream targets through their c-Myc binding motif.

**Conclusion:**

c-Myc plays a critical role in maintaining the self-renewal capacity of lung bronchoalveolar stem cells through a combination of miRNA and transcription factor regulatory networks.

## Introduction

Bronchoalveolar stem cells (BASC) were recently identified in adult mouse lung as a rare cell population located in the bronchoalveolar duct junction [1], [2]. They were identified and purified by FACS based on being positive for Sca-1 and CD34 and negative for CD45 and CD31. This population was also characterized by its double positive staining characteristics for both the alveolar epithelial type II (AT2) cell marker, surfactant protein C (SP-C), and the Clara cell marker, Clara cell secretary protein (CCSP). BASCs demonstrated resistance to naphthalene-induced lung injury and were activated by the oncogenic protein Kras. Viable BASCs were maintained through multiple passages in vitro under distinct culture conditions, and retained the ability to differentiate into either Clara cells or alveolar type II cells AT2 [1], [3], [4]. The observation that almost all cells in the epithelium of the smaller distal airways during early embryonic lung development (E13–E15) express markers of AT2s and Clara cells [5] supports the potential existence of BASCs that are maintained into adulthood once development is complete.

The identification of BASCs has made it possible to begin to map out the pathways that are required for adult progenitor or stem cell function in lung morphogenesis and lung tumorigenesis. Using p38a conditional lung knockout mice, Ventura et al [6] found that inactivation of p38a leads to an immature and hyperproliferative lung epithelium that is highly sensitized to Kras-induced tumorigenesis with coincident expansion of the BASC population. Dovey et al [7] demonstrated that loss of Bmi1 decreases the number and progression of lung tumors with deficient proliferation of BASCs in a Kras-initiated lung cancer model. Yanagi et al [8] generated PTEN knockout mice under control of the SP-C promoter where 90% of mice that received doxycycline in utero died of hypoxia soon after birth. Postnatal deletion of PTEN resulted in spontaneous lung adenocarcinomas with increased BASC numbers. Zhang et al. [9] showed that deletion of Gata6 resulted in the expansion of the BASC population and loss of epithelial differentiation with pronounced activation of the canonical Wnt signaling pathway. These molecular mechanisms regulating the balance between BASC expansion and epithelial differentiation and regeneration suggest that the process of lung tumorigenesis may share critical common pathways with lung organogenesis and response to lung injury.

Stem cells are vital to all stages of life. During early embryogenesis, pluripotent embryonic stem cells (ESCs) differentiate to give rise to the three germ layers that establish the basic vertebrate body plan. As development proceeds, distinct subsets of stem cells emerge to orchestrate the construction of tissues and organs. Once tissues are fully established, stem cells undergo a fundamental change as their role turns from tissue building to tissue maintenance and repair, which persists throughout adult life [10], [11]. The unique ability of ESCs and adult tissue stem cells to self-renew and give rise to multiple cell lineages has formed the basic definitions of “stemness.” We hypothesized that portions of the core transcriptional program of “stemness” present within ESCs may also be shared within putative adult stem cell types such as BASCs. We explored potential underlying mechanisms for maintaining the self-renewal capacity of BASCs by screening stemness transcription factors among 34 genes from a transcription network for pluripotency in ESCs, along with 19 genes from candidates for reprogramming fibroblasts into a pluripotent embryonic stem cell-like state [12], [13]. We found that c-Myc is the most prominent transcription factor upregulated in BASCs, with increased expression in BASCs, Kras-initiated lung tumors, and early lung developmental stages compared with normal adult lung.

Myc is a global transcriptional factor, binding E-box elements (with its partner Max) to regulate gene transcription [14]. Myc can bind to sites covering up to approximately 10–15% of the genome and can regulate thousands of genes. c-Myc is highly expressed in many normal proliferating cells and in cancer. It plays a critical role in regulating cell growth, proliferation, loss of differentiation, and apoptosis [14], [15]. In transgenic mice, targeted overexpression of c-Myc has been shown to be sufficient to induce cancer [16], [17], [18]. In the lung, Myc overexpression in alveolar epithelium results in the development of adenocarcinoma [19], while inhibition of Myc triggers rapid regression of incipient and established Ras-induced lung adenocarcinoma [20]. c-Myc controls two large independent sets of target genes. One set of target genes is transcriptionally regulated by binding of the c-Myc/Max complex to E-Boxes in target gene promoters. Another set of target genes are post-transcriptionally repressed by Myc-induced miRNAs [21].

In this study, we utilized a loss-of-function approach to explore the potential role of c-Myc in the self-renewal of mouse BASCs through a combination of miRNA and transcription factor regulatory networks.

## Results

### BASC isolation and CCA^+^/SP-C^+^ double staining

The synthesis of SP-C is a unique feature of AT2 cells and is commonly used to identify these cells from other lung parenchymal cells. CCA, also known as CC10 or CCSP, has been widely used as a marker for Clara cells. Previous studies have shown that CCA^+^ SP-C^+^ double-positive cells located in the bronchoalveolar duct junction are a putative pulmonary stem cell population in the adult mouse lung. These cells, referred to as BASCs, were originally described as positive for CD34 and Sca1 and negative for CD31 and CD45.

We used FACS to isolate CD31^neg^CD45^neg^CD34^pos^ScaI^pos^ cells (Figure 1A) and plate onto irradiated MEF cells in BASC media. After the population was established, cells were cultured on collagen-coated dishes and subcultured every 7 days at a density of 1∶20 in BASC media (Figure 1B). To confirm these cells subcultured for several generations still maintain the original marker profile, double immunostaining of CCA and SPC were performed. The expression of both SP-C (red) and CCA (green) were detected in the cytoplasm of the majority of cell colonies, as expected, even after multiple passages in culture (Figure 1C).

**Figure 1:**
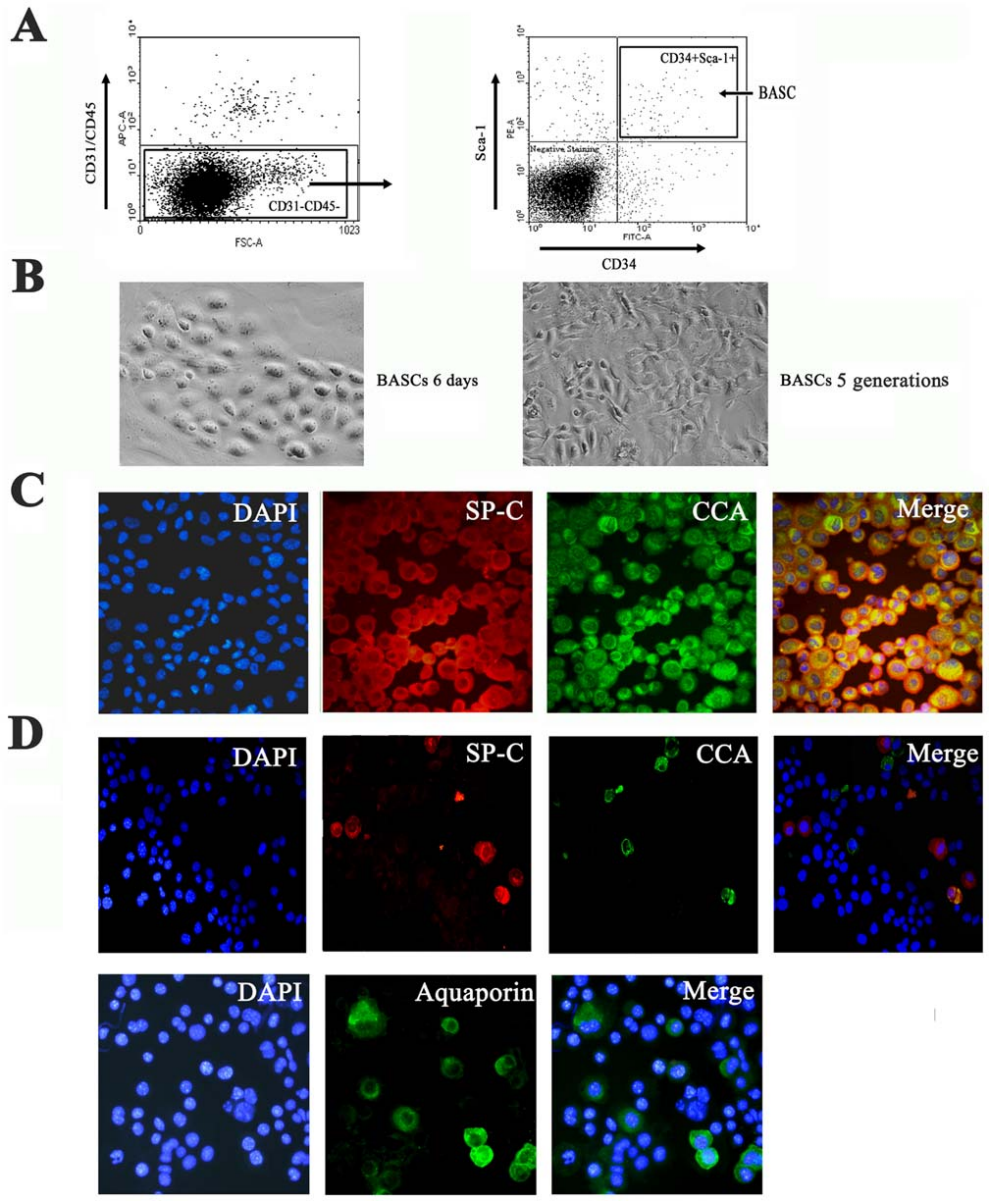
Characterization of BASCs. (A) Methodology of FACS sorting of BASC. First, cells were gated on the CD31^−^ CD45^−^ population, and then subsequently gated on the CD31^−^ CD45^−^ CD34^+^ ScaI^+^ population (BASCs). (B) Phase-contrast images of clonal growth of BASCs on day 6 and BASCs in culture after several generations in serial culture (200×). (C) Identification of BASCs by dual-color immunofluorescent staining for anti-SP-C (red) and anti-CCA (green). (D) Differentiation of BASCs in SAEM media was identified by staining for anti-SP-C (red), anti-CCA (green) and anti-Aquaporin (green).

In addition to colony formation and proliferation, BASCs retained their capacity for differentiation in serial culture. To obtain differentiation of BASCs, the cells were cultured in SAEM media. Immunophenotyping with CCA, SP-C and Aquaporin-5, a marker of AT1 cells, confirmed the multilineage differentiation capacity of BASCs. Differentiated cells including Clara-like cells (CCA^+^ SP-C^−^), AT2-like cells (SP-C^+^CCA^−^) and AT1-like cells (Aquaporin^+^) were all present with removal of LIF and growing cells in SAEM media (Figure 1D).

### Screening of “stemness” transcription factors in BASCs

Considering the unique ability of embryonic stem cells (ESCs) and adult tissue stem cells to self-renew and give rise to multiple cell lineages, we hypothesized that some or many of the known members of the core transcriptional program for “stemness” would also be present in BASCs. We identified common genes by screening a total 53 transcription factors, including 34 genes from a transcription network for pluripotency of ESCs [12], and 19 genes from candidates for reprogramming fibroblasts into a pluripotent embryonic stem cell-like state including Oct4, Nanog, c-Myc and Sox2 [13].

Statistically significant differences in gene expression are shown in figure 2. Compared with normal lung tissue, 6 genes (c-Myc, Trim28, Mybbp1a, BAF155, Prmt1, Btbd14a) were increased and 6 genes (Klf4, β-Catenim, Rif1, Pelo, Arid3b, Sox2) were decreased in BASCs (Figure 2A). BAF155, c-Myc, Mybbp1a, Prmt1, Wdr18, Rif1 were increased, and Klf4, Stat3, and Pelo were decreased during the time course of lung development (Figure 2B). BAF155 and c-Myc were increased and Pelo, Esrrb, Zfp609, Klf4, and Sox2 were decreased in K-ras lung tumors compared with normal lung (Figure 2C). We found that c-Myc was the only transcription factor increased in both BASCs and K-ras-initiated lung tumors, and decreased longitudinally over the time course of lung development.

**Figure 2:**
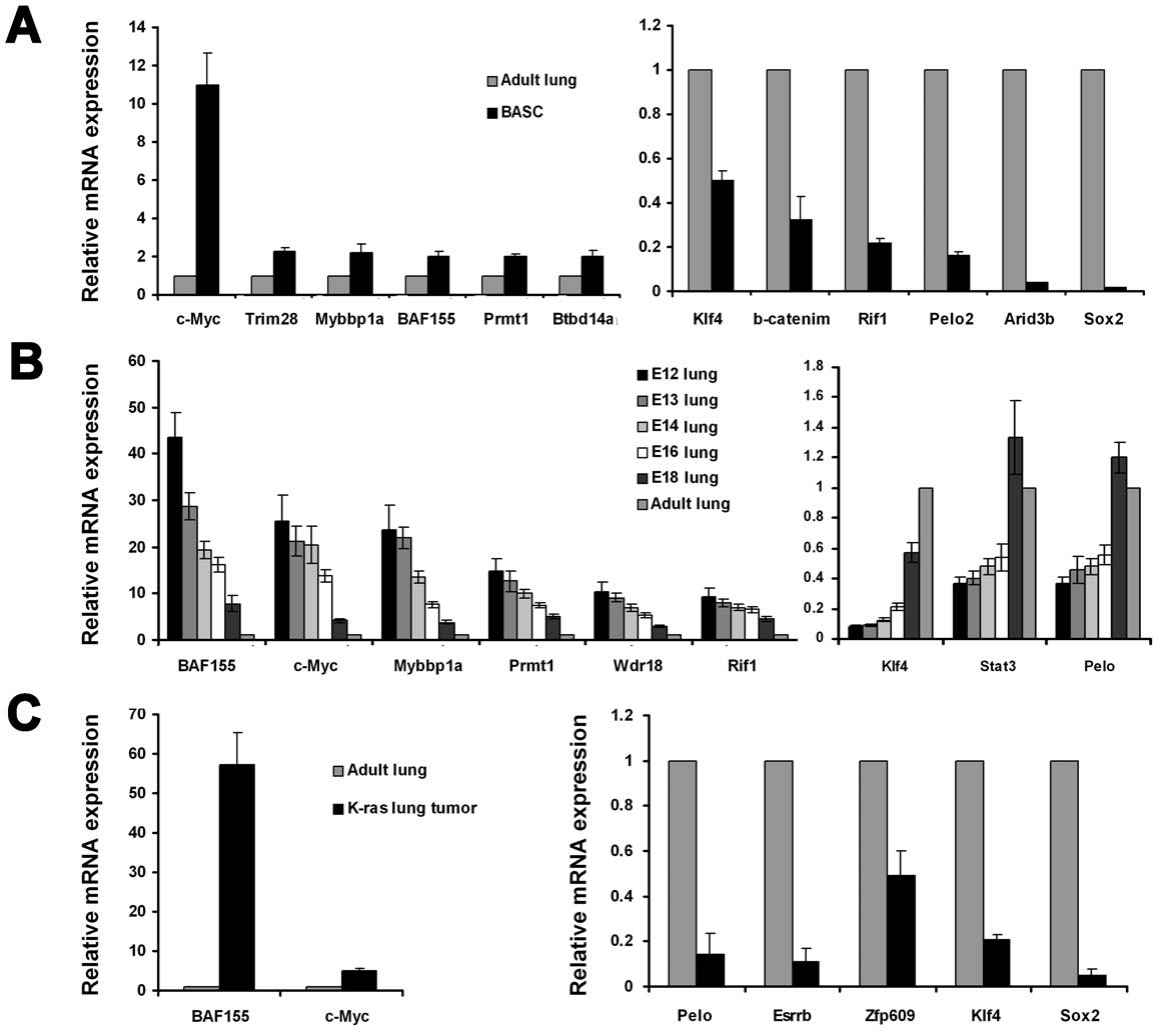
Expression of stem cell transcription factors. (A) In BASCs. (B) In mouse lung in different developmental stages. (C) In K-ras mutant activated lung tumor tissue. In total, expression of 53 stem cell transcription factors were measured including 34 genes from a transcription network for pluripotency of embryonic stem cells [20], and 19 genes from candidates for reprogramming fibroblasts into a pluripotent embryonic stem cell-like state [13] using quantitative real-time PCR. β-actin was used as an internal control. Statistically significant differences are shown. Values are means ± SD of the fold increase compared with adult mouse lung (*n* = 3).

### Depletion of c-Myc inhibits proliferation of BASCs

To determine whether c-Myc is a critical factor for BASC growth and survival, we depleted its endogenous expression by transfecting lentivirus-delivered c-Myc shRNA into BASCs. We observed that many BASCs died within 3 days following transfection (Figure 3A). The number of viable cells was downregulated 58% at day 3, and 62% at day 5 among two different c-Myc shRNA constructs following transfection (Figure 3B). After several generations of puromycin selection, stable c-Myc knock down cell lines were established and the degree of c-Myc reduction in both mRNA and protein level was determined. We found that BASCs infected with control lentivirus continued to proliferate logarithmically; in contrast, cells infected with varying c-Myc shRNAs demonstrated dramatically reduced proliferation rates (Figure 3C).

**Figure 3:**
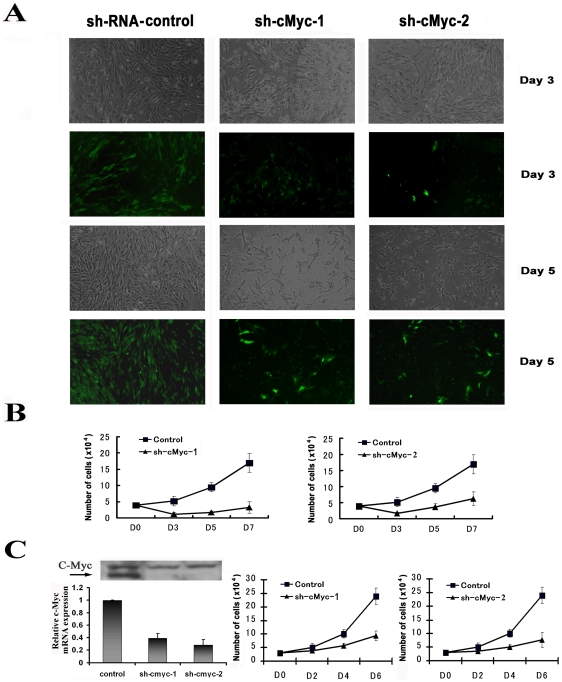
Inhibition of c-Myc expression in BASCs. (A) BASCs were plated in 24-well plates at 40,000 cells per well and incubated in complete medium overnight to achieve 50% confluence. BASCs were infected with viral supernatant including control shRNA or two different c-Myc shRNAs. At day 3, day 5 and day 7 after infection, the cells were washed with PBS and images were taken under both normal light and blue light for GFP expression. (B) BASCs were suspended and stained with trypan blue at the indicated time points. Stained cells were placed in a hemocytometer and viable (unstained) cells were counted. Plotted values are the means ± SD of three replicates. (C) After several generations of puromycin selection, stable c-Myc knock down cell lines were established. c-Myc mRNA and protein expression were measured by real-time PCR and western blotting and cells were counted at the indicated time points.

### Identification of dynamically regulated mRNAs by c-Myc in BASCs

To explore the molecular architecture of the c-Myc pathway in BASCs, gene expression microarray analysis was performed. The log2 expression values of 45,037 probe sets in replicate for two groups (c-Myc depleted BASCs and wild type BASCs) were obtained after normalization. Using a cut-off value of fold change as >|2|, and a *p*-value for ANOVA analysis set as *p*<0.05, 316 dynamically regulated probes representing 250 unique genes were identified. Among these, 131 genes were increased, and 119 genes were decreased in comparing c-Myc knockdown cells with wild type controls (Table S2).

To focus on the mechanisms that underlie the generation of this c-Myc profile, including the genes induced or repressed by c-Myc, we used the online biological classification tool DAVID to analyze the significant enrichment of these genes for biological processes in GO categories. We listed all GO terms (ranked by count number) in each group with *p*<0.05 and fold enrichment >2. Genes with increased expression in comparing c-Myc knockdown cells with wild type controls were enriched for the terms development and cell differentiation, while genes with decreased expression were enriched for the terms cell cycle and regulation of cell migration and locomotion (Figure 4).

**Figure 4:**
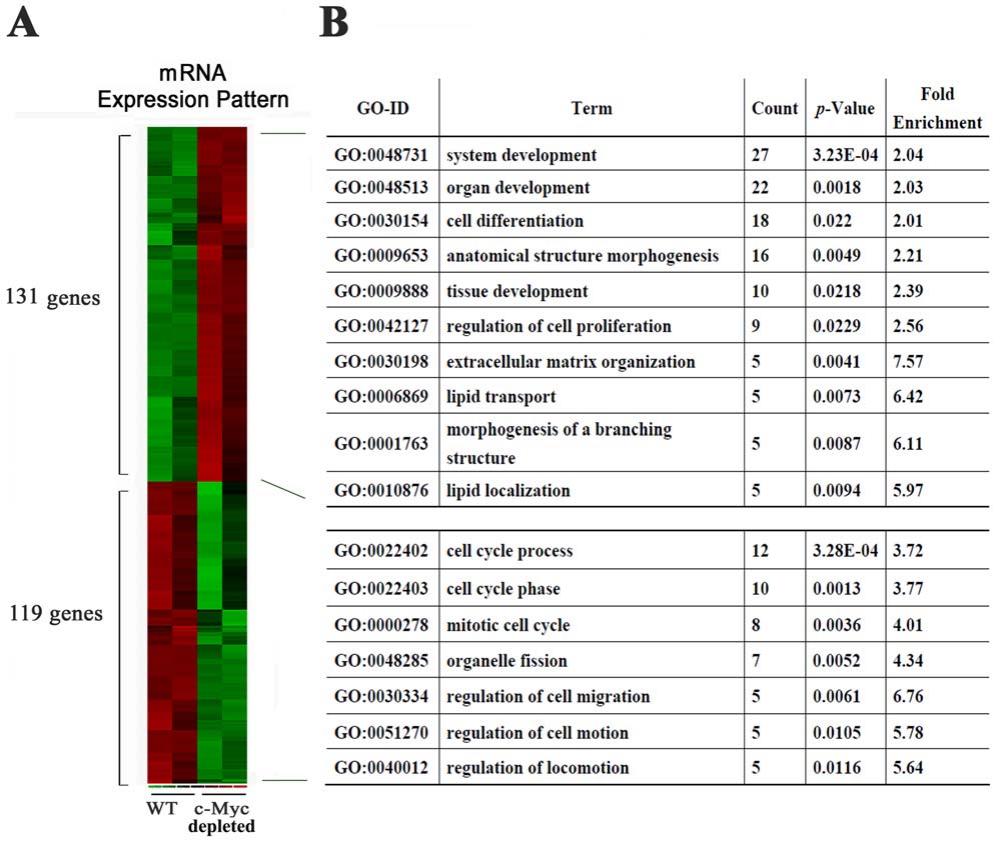
c-Myc-regulated mRNA expression pattern and gene ontology analysis. (A) Heat map of significantly changed genes in BASCs with and without c-Myc. (B). Analysis of enrichment of GO biological process categories for each expression pattern with *p*<0.05 and fold enrichment >2 are listed (ranked by count number).

### Identification of miRNAs dynamically regulated by c-Myc depletion in BASCs

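MiRNA levels were measured in 4 samples, 2 of control BASCs and 2 of BASCs depleted of c-Myc, with TaqMan low density arrays. These are plates of dried real-time PCR assays, spread here over 2 cards of 384 wells, card A and card B. Each well gives a threshold cycle (CT), the PCR cycle at which its product crosses a fixed level, so that a higher CT means less RNA and 1 cycle corresponds to a doubling. The authors deposited the CT of each of the 768 wells in each sample before normalization. The table holds assays for 517 mouse miRNAs, 335 on card A and 182 on card B, and for 67 rat miRNAs, besides small RNA controls. Control replicates 1 and 2 had a CT in 351 and 340 wells, and depleted replicates 1 and 2 in 334 and 341 wells. The assay for a plant miRNA, which should have no target in these cells, gave no CT in any sample.

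As in the methods of the paper, wells with no CT or a CT above 35 were set to 35, and ΔCT was the CT minus the mean CT of the U6 wells on the same card. On card B, 150 assays had 2 wells, which were averaged after the ceiling was applied. The median difference between such wells, where both had a CT, was 0.350 cycles. The log2 change is the mean ΔCT of control BASCs minus that of depleted BASCs, so that a positive value means a higher level after c-Myc depletion. Changes were tested with limma, which pools the spread of all tested miRNAs, and p-values were adjusted by the Benjamini-Hochberg method. With 2 samples against 2, an exact two-sided permutation test of a single miRNA cannot give a p below 0.333. c-Myc mRNA is not measured by these cards, so the depletion itself cannot be read from these samples.

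For 13 miRNAs, all among those that the paper names (miR-17, miR-19b, miR-20a, miR-26a, miR-34a, miR-34b-3p, miR-34c, miR-106b, miR-125b-5p, miR-126-3p, miR-130a, miR-139-5p and miR-214), CT values of the depleted samples carried 8 decimals, where the other CT values had at most 6. Each of these 24 values equalled the U6 mean of its sample plus a ΔCT of 6 significant digits.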

To address a potential role for miRNAs in a c-Myc regulatory program, miRNA expression profiling was performed using the Taqman real-time PCR based method to screen 521 mouse miRNAs. 

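Of the 517 mouse miRNAs assayed, 263 had a CT below 35 in at least 1 of the 4 samples, 174 of them on card A and 89 on card B. The number per sample was 229 and 222 in control BASCs and 224 in each of the depleted samples. A CT below 35 in all samples was found for 189 miRNAs, and in both samples of at least 1 group for 219. With the limit lowered to a CT of 32 in at least 1 sample, 192 were detected. Few miRNAs were seen in only one group. A total of 3 miRNAs were below CT 35 in both control samples and in neither depleted sample, and 5 showed the opposite. Of these 5, miR-486 had a CT of 29.0 and 29.1 in the depleted samples and stood at the ceiling of 35 in both controls. Its log2 change of 5.76 depends on that ceiling. Its lowest ΔCT, 10.2, lies above the limit of 10 applied in the next step, so it was left out of the main test.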

In total, the expression of 256 miRNAs was detected in control and c-Myc depleted BASCs and their values normalized using an internal control. For the expression data, a cut-off value for Min was set as ΔC_T_<10 and a cut-off value of fold change as >|2|. The *p*-value for ANOVA analysis was set as *p*<0.05. 

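The lowest ΔCT of the 4 samples was below 10 for 80 of the mouse miRNAs, 64 on card A and 16 on card B. Of these, 20 had a fold change above 2 in either direction, and 16 also had an unadjusted p below 0.05 in limma. In c-Myc depleted BASCs 13 were higher and 3 lower. The 13 higher miRNAs were miR-34c, miR-130a, miR-574-3p, miR-193b, miR-19b, miR-17, miR-34a, miR-106b, miR-26a, miR-125b-5p, miR-20a, miR-139-5p and miR-214, with log2 changes from 1.97 down to 1.02. The 3 lower miRNAs were miR-126-3p, miR-30a* and miR-706. After adjustment for the 80 tests, 26 miRNAs had an adjusted p below 0.05 in limma, 20 of them higher and 6 lower. The list of 17 miRNAs of Figure 5A was chosen by the study on these samples, so tests restricted to it are not independent evidence. Of that list, 16 had an adjusted p below 0.05 when adjusted over the list alone, and also 16 when adjusted over all tested miRNAs.

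The number past the criteria depended most on normalization and on the ΔCT filter. With each sample centred on the median CT of its detected miRNAs in place of U6, 7 miRNAs passed, 4 higher and 3 lower, and with no filter on ΔCT 37 passed. The log2 change of 10 of the 16 lay between 1 and 1.3 in size, near the limit of 2-fold. miR-30a* fell 2.37-fold (standard error 0.25 on the log2 scale, adjusted p = 0.0334 from limma). It lies on card B, and its fall before the U6 subtraction was smaller, as its CT went from 28.0 and 27.9 in the controls to 28.2 and 28.8. The fall of miR-28*, also on card B, was 0.75 on the log2 scale, short of 2-fold (log2 change -0.75, standard error 0.14, adjusted p = 0.0328 from limma), and its change before the U6 subtraction was -0.03. For miR-706, one of the 2 wells in each depleted sample had no CT. With such wells left out its log2 change was 0.59 instead of -2.70. The paper takes the miRNAs that pass its criteria as regulated by c-Myc and pairs them with mRNAs that changed in the opposite direction.

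**Figure D1:**
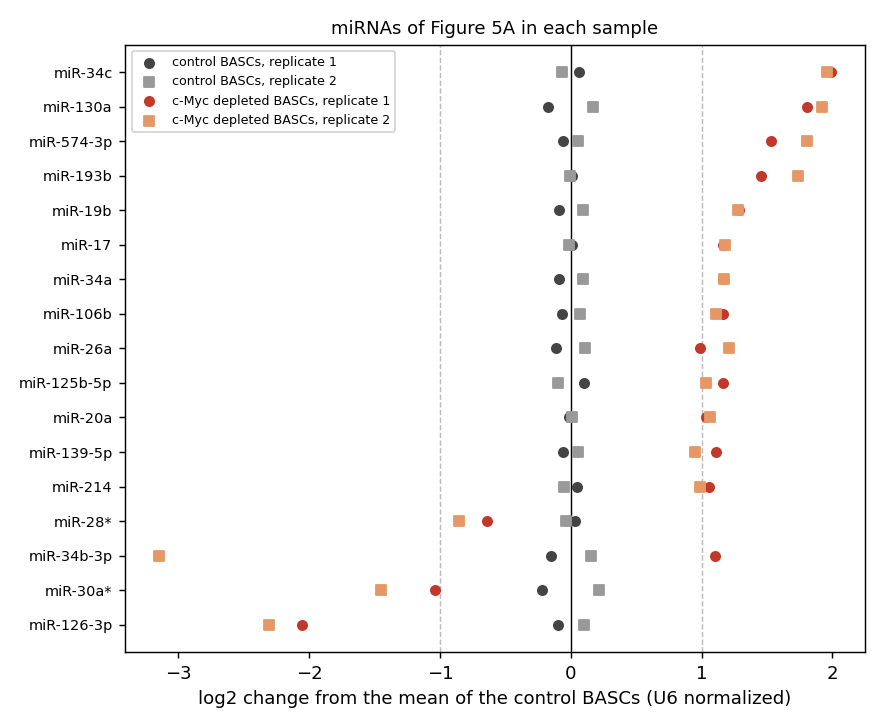
Log2 change from the mean of the control BASCs in each of the 4 samples for the 17 miRNAs of Figure 5A, normalized to U6 of the same card. Dashed lines mark a fold change of 2 in either direction. The 2 samples of each group lie close together except for miR-34b-3p, whose depleted samples stand at 1.10 and -3.15.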

In total, 17 miRNAs were identified through these criteria, the expression of 14 miRNAs were upregulated, while 3 miRNAs were downregulated in comparing the c-Myc knockdown group with wild type (Figure 5A). 

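The miR-17 clusters are 3 related groups of miRNA genes, each thought to be transcribed as one precursor. In the mouse annotation GRCm38.p6, Mir17, Mir18, Mir19a, Mir20a and Mir19b-1 follow one another, while Mir106b lies elsewhere beside Mir93 and Mir25. The ΔCT of miR-17 was 6.28 ± 0.0186 (SD, n = 2) in control BASCs and 5.11 ± 0.0139 (SD, n = 2) after c-Myc depletion, a log2 change of 1.17 (standard error 0.11, adjusted p = 0.0106 from limma). The log2 changes of miR-19b, miR-20a and miR-106b were 1.28, 1.05 and 1.14, each larger than the spread between replicates and each with an adjusted p below 0.05 in limma. The median of these 4 members was 1.15 (fry, adjusted p = 0.00547 over the 10 miRNA lists tested with limma). It was 0.76 when each sample was centred on its median CT, where the adjusted p was 0.374, and over 9 alternatives the adjusted p ranged from 0.00444 to 0.542. The CT values of these 4 members in both depleted samples are among those with 8 decimals, and the ΔCT of miR-106b in depleted replicate 2 equals that of miR-365 in control replicate 2.

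Among all 16 detected members of the clusters, 9 were higher after depletion, and the median log2 change was 0.24 (fry, adjusted p = 0.0979 over the 10 lists tested with limma). That median turned negative, at -0.08, under median centring, at -0.02 with snoRNA135 and snoRNA202 in place of U6, and at -0.15 with a CT ceiling of 32. The 4 members above were picked by the study from these samples. Other members well above the detection limit, none of which has a CT with 8 decimals, did not rise with them. miR-19a, miR-92a and miR-106a had log2 changes of -0.34, -0.15 and -0.23, with adjusted p-values of 0.411, 0.486 and 0.417 from limma. These changes were -0.73, -0.54 and -0.61 under median centring. With 1 sample left out at a time they ranged from -0.63 to -0.05, from -0.25 to -0.04 and from -0.40 to -0.05. The CT of miR-92a was 28.0 in each of the 4 samples. miR-93 changed by 0.07, with the sign turning negative under median centring (-0.32) and with snoRNA135 and snoRNA202 (-0.23). miR-18a, whose ΔCT was above 10 in all samples and which was not tested, changed by 0.79.

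**Figure D2:**
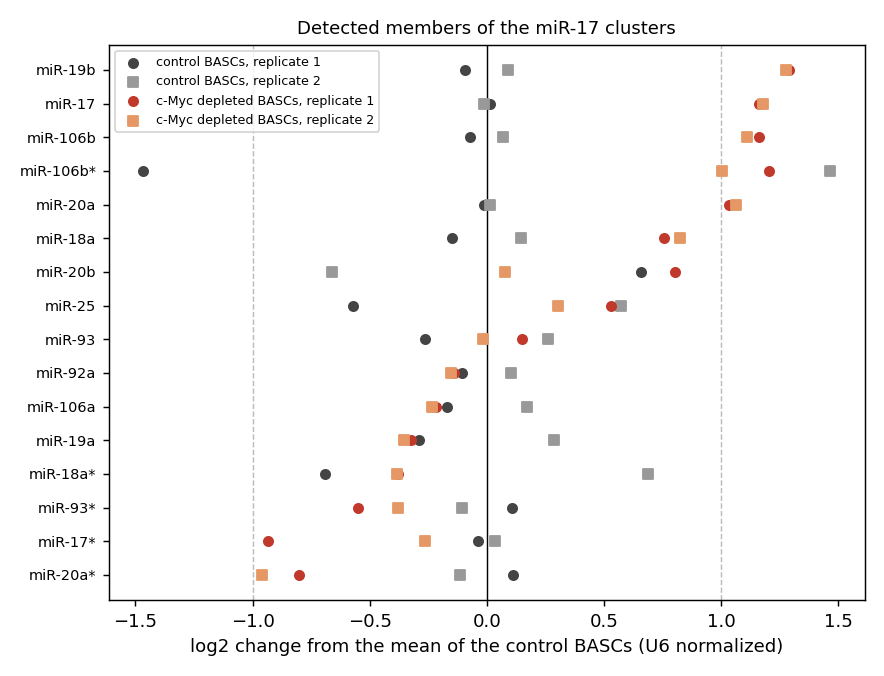
Log2 change from the mean of the control BASCs in each of the 4 samples for the 16 detected members of the miR-17 clusters, normalized to U6 of the same card. miR-19b, miR-17, miR-106b and miR-20a lie to the right of the dashed line that marks a 2-fold rise in both depleted samples, as does miR-106b*, whose control samples lie far apart. The median of all 16 is 0.24, and it is below 0 under median centring, with the snoRNA controls and with a CT ceiling of 32.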

Several members of the miR-17-92/106b cluster including miR-17, miR-19b, miR-20a and miR106b were increased.

**Figure 5:**
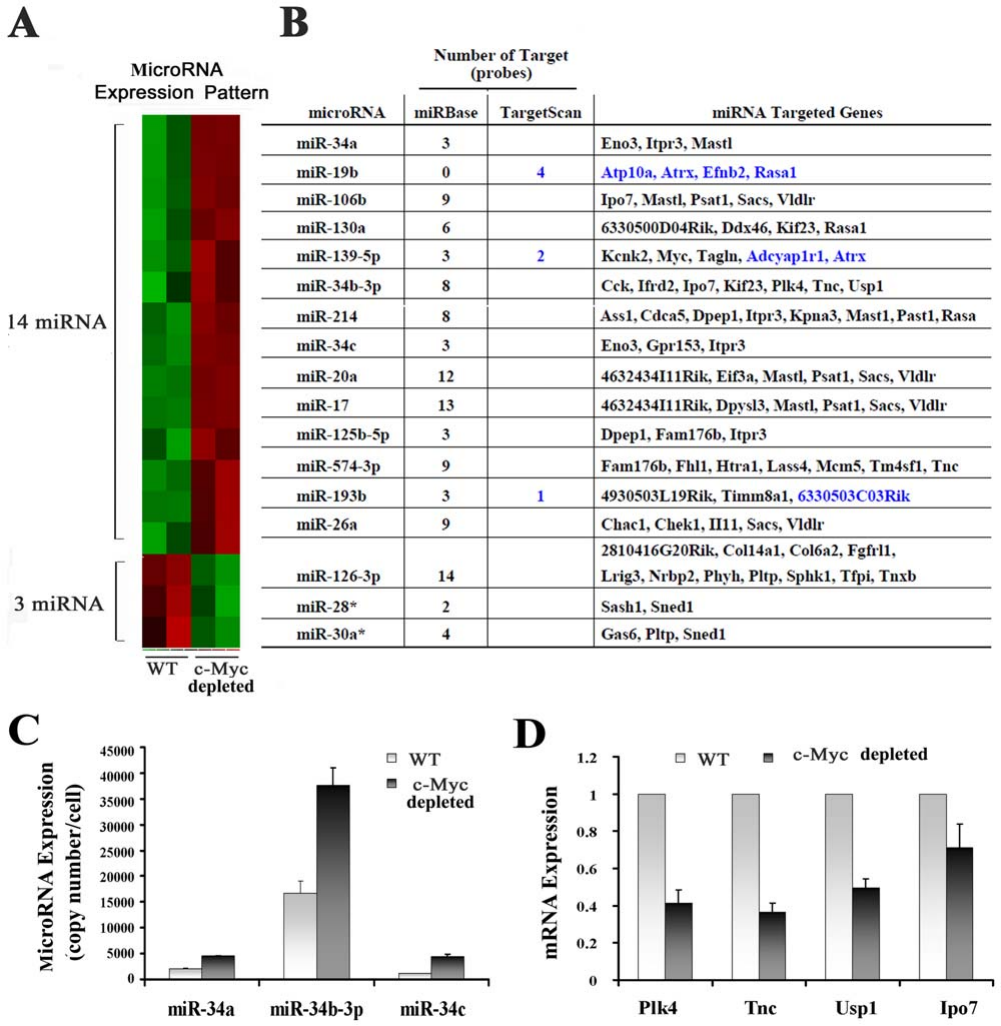
Expression patterns of c-Myc-regulated miRNA and miRNA targets. (A) Heat map of significantly changed miRNAs in BASCs with and without c-Myc. (B) Targeted genes and the genes numbers for each individual miRNA identified through overlapping the potential targets from the miRBase and TargetScan predicted mRNA targets (blue). (C) Effect of c-Myc on the expression of miR-34 family. (D) Relative expression of mRNA targeted by miR-34-3p using real-time PCR (n = 3, mean ± SE).

Among these 17 dynamically regulated miRNAs, the top 5 with the greatest fold change were miR-126 (23-fold), miR-34c (17-fold), miR-130a (12-fold), miR-574 (9-fold) and miR-193b (8-fold). 

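On the log2 scale, miR-126-3p fell by 2.18 after c-Myc depletion (log2 change -2.18, standard error 0.17, adjusted p = 0.0106 from limma), a 4.53-fold fall. Its ΔCT was 9.82 ± 0.141 (SD, n = 2) in control BASCs and 12.0 ± 0.181 (SD, n = 2) in depleted BASCs. The fold rises of miR-34c, miR-130a, miR-574-3p and miR-193b were 3.92, 3.63, 3.18 and 3.02, with standard errors on the log2 scale of 0.12, 0.18, 0.16 and 0.15. miR-34c and miR-130a differ by less than either standard error, and so do miR-574-3p and miR-193b. The order within each of these pairs is therefore not resolved. The order between the pairs, and that of miR-126-3p and miR-34c, was not tested. The CT values of miR-126-3p, miR-34c and miR-130a in both depleted samples are among those with 8 decimals, and those of miR-574-3p and miR-193b are not. With U6 of the same card, these 5 had the largest changes of the 17 miRNAs in either direction, with geometric means and with the ratio of arithmetic means alike. miR-34b-3p, whose depleted samples lie far apart, took a place among the first 5 under median centring (-1.41), with snoRNA135 and snoRNA202 (-1.32) and under quantile normalization (-1.46), and the first place without depleted replicate 1 (-3.15). miR-706, which is not among the 17, changed by more, but its value rests on wells with no CT.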

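Copies per cell were computed from CT by the formula of the methods, as the mean over the 2 samples of each group. Of the 17 miRNAs, miR-19b had the most copies, 2131 ± 27.5 (SD, n = 2) in control BASCs and 5728 ± 25.2 (SD, n = 2) after depletion. In depleted BASCs it was followed by miR-125b-5p with 2967 ± 151 copies, miR-17 with 2883 ± 58.1, miR-214 with 1446 ± 29.4 and miR-20a with 775 ± 19.5 (SD, n = 2 each). The values of miR-125b-5p and miR-17 differ by less than the spread between replicates. miR-34b-3p ranked the fifth in control BASCs, with 378 ± 16.9 copies, and 7 in depleted BASCs, where its samples gave 888 and 48.2 copies. Several miRNAs outside the 17 were as abundant. In depleted BASCs miR-709 had 12009 ± 772 copies, miR-24 5924 ± 439 and miR-29a 5754 ± 25.5 (SD, n = 2 each), and miR-19b ranked 4 among all mouse miRNAs. The copies are computed without U6 normalization. When CT was shifted so that U6 was equal in the 4 samples, miR-19b had 5438 copies in depleted BASCs.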

The top 5 miRNAs with the highest expression values were miR-19b, miR-125b, miR-17, miR-214 and miR-34b; miR-19b was most substantially expressed with a copy number of 11,333 per cell.

### c-Myc transcriptional regulatory networks in BASCs

#### 1) Identification of target genes regulated by miRNA

Because each miRNA may negatively regulate multiple mRNAs, we investigated whether those significantly changed mRNAs regulated by c-Myc depletion resulted from the regulatory effects of miRNAs. For this analysis, those mRNAs downregulated under c-Myc depletion may be potential targets of an individual miRNA up-regulated and vice versa. We then cross-referenced these potential mRNA targets against the computationally predicted targets of the 17 miRNAs regulated by c-Myc depletion from miRBase and TargetScan. In all, we identified 109 miRNA-mRNA probe pairs, involving 52 unique mRNAs from miRBase, and 7 miRNA-mRNA probe pairs which included 6 unique mRNAs from TargetScan (Figure 5B). Similar to previous results of such mapping for miRNA-mRNAs target pairs in normal lung development [28], this would suggest that the TargetScan database is more stringent with lower sensitivity than miRBase.

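The miR-34 family comprises miR-34a, encoded alone, and miR-34b and miR-34c, whose genes Mir34b and Mir34c are neighbours in the mouse annotation GRCm38.p6. The ΔCT of miR-34a was 11.0 ± 0.130 (SD, n = 2) in control BASCs and 9.80 ± 0.00752 (SD, n = 2) after c-Myc depletion, a log2 change of 1.17 (standard error 0.13, adjusted p = 0.0107 from limma). That of miR-34c was 11.8 ± 0.0898 in controls and 9.84 ± 0.0230 in depleted BASCs (SD, n = 2 each), a log2 change of 1.97 (adjusted p = 0.0106 from limma). miR-34c*, the other strand of the miR-34c hairpin, changed by 0.19 (standard error 0.12, adjusted p = 0.334 from limma). It lies on card B, where subtracting U6 lowered the changes by 0.72, so its rise before that step was larger. miR-34b-3p changed by -1.02 over all samples, with depleted samples that lie far apart. The median of these 4 miRNAs was 0.68 (fry, adjusted p = 0.0134 over the 10 lists tested with limma), and 1.17 without miR-34b-3p, a choice made after its values were seen. Under camera with a preset correlation the family had an adjusted p of 0.102, and over 9 alternatives the adjusted p of fry ranged from 0.0140 to 0.395. The CT values of miR-34a and miR-34c in both depleted samples carry 8 decimals, and those of miR-34c* do not. In copies per cell, miR-34a went from 45.9 ± 0.613 to 114 ± 1.80 and miR-34c from 25.7 ± 4.22 to 111 ± 0.581 (SD, n = 2 each).

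**Figure D3:**
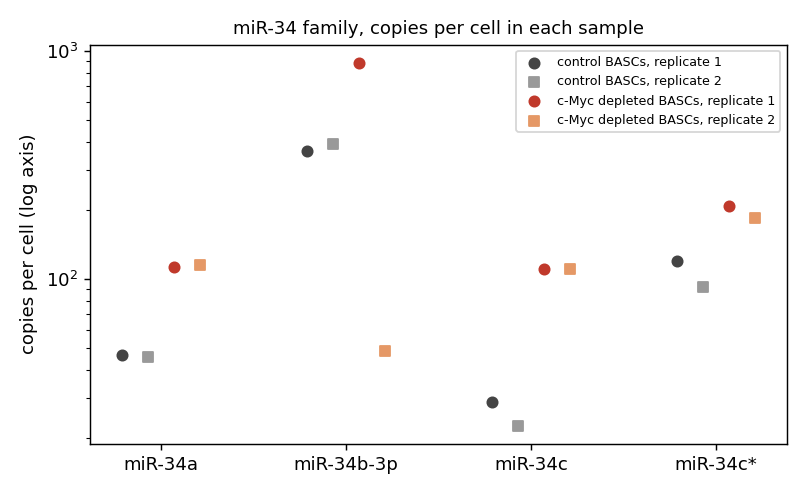
Copies per cell of miR-34a, miR-34b-3p, miR-34c and miR-34c* in each of the 4 samples, on a log axis and without U6 normalization. The depleted samples lie above the controls except depleted replicate 2 of miR-34b-3p, at 48.2 copies against 888 in replicate 1.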

In our real-time PCR miRNA array data, miR-34a, miR-34b-3p and miR-34c were increased when c-Myc was depleted in BASCs (Figure 5C). 

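For miR-34b-3p the ΔCT was 8.06 and 7.76 in control replicates 1 and 2, and 6.81 and 11.1 in depleted replicates 1 and 2. Depleted replicate 1 was thus 1.10 higher than the control mean on the log2 scale, and replicate 2 was lower (log2 change -3.15). The standard error of the change over all samples was 1.59 (adjusted p = 0.639 from limma), so no change was resolved. Without depleted replicate 2 the log2 change was 1.10, which rests on 1 depleted sample and was not tested. The ratio of arithmetic means over all samples gave a log2 change of 0.17. The ΔCT of depleted replicate 2, 11.0558, is equal to all printed digits to that of miR-34a in control replicate 1. Among the 80 tested miRNAs, 2 had depleted samples farther apart. One of them, miR-199a-5p, stood at the ceiling of 35 in depleted replicate 1. The median distance between the depleted samples over the 80 was 0.15.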

MiR-34b-3p in particular was very highly expressed and dramatically increased after c-Myc depletion. Based on computational predictions from miRBase, there are a total of 11 potential target mRNAs for miR-34 within our data displaying decreased expression. We evaluated a number of these potential targets by real-time PCR. We found Plk4 (Polo-like kinase 4), Tnc (Tenascin C), Usp1 (Ubiquitin specific peptidase 1) and Ipo7 (Importin 7) expression decreased significantly as identified in the array data (Figure 5D). Plk4 is necessary for cellular proliferation, as alteration in Plk4 levels cause significantly adverse mitotic defects including abnormal centrosome duplication and aberrant mitotic spindle formation [29]. In the lung, Tnc appears at the epithelial-mesenchymal interface during branching morphogenesis where it may promote airway branching [30], [31]. Usp1 depletion impacts the stability and phosphorylation of Chk1 which is a cell cycle regulated and DNA damage checkpoint protein [32]. Given their known biological function, the downregulated expression of these genes is consistent with our observation of impaired BASC proliferation induced by c-Myc depletion.

#### 2) Identification of c-Myc/Max binding motifs in c-Myc-regulated mRNAs and miRNAs

A transcription factor protein typically regulates downstream genes through binding via a specific motif on the promoter of its target genes. To ascertain potential direct downstream target genes of c-Myc by identifying its binding sites, a position weight matrix (PWM) based method MATCH (BKL TRANSFAC® Pro) was used to perform sequence similarity searches. We predicted c-Myc binding sites from genomic sequences spanning 2 kb upstream of the transcriptional start site (TSS) through the first exon for all 250 c-Myc-regulated genes we identified in BASCs using the “Best supported” promoter method and p-value<0.01. In total, 208 different c-Myc/Max binding sites were found in 88 gene promoters (Table S2). Although it is possible that c-Myc binding sites may occur outside the regions we studied, the coverage was determined from the knowledge that bona fide c-Myc binding sites appear to cluster within 2 kb of the TSS, and there is a prevalence of c-Myc binding sites in the first intron of many target genes [33], [34].

## Discussion

In this study, we explored the dynamic transcriptional and post-transcriptional regulatory mechanisms responsible for self-renewal in bronchoalveolar stem cells. First, we successfully isolated BASCs by using FACS to sort CD31^neg^CD45^neg^CD34^pos^ScaI^pos^ cells, and demonstrated their ability to maintain double staining of CCA and SP-C with serial passage in culture. Through the hypothesis of a common transcriptional regulatory network in embryonic and other stem cell types, we identified c-Myc as a potential regulator of self-renewal in BASCs. We showed that the depletion of c-Myc in BASCs by infection with Myc shRNA lentivirus resulted in decreased cell proliferation and cell survival rate. Comprehensive miRNA and mRNA profiling was performed, and identified 17 miRNAs and 250 mRNAs significantly changed in expression level with c-Myc depletion. Lastly, we explored a c-Myc transcriptional and post-transcriptional regulatory network by examining a combination of c-Myc direct binding with 5′-promoter sequences, and the role of miRNAs induced by Myc depletion subsequently binding with the 3′-untraslated region (UTR) of target genes.

Myc is necessary and sufficient to maintain self-renewal in mouse embryonic stem cells [35], and together with Sox2, Nanog, Klf4, form an important group of transcription factors capable of reprogramming mouse and human fibroblasts to a iPS (induced pluripotent stem cell) state indistinguishable from known characteristics of embryonic stem cells [13]. Ectopic expression of Myc inhibits the differentiation of ESCs, and inhibition of Myc induces differentiation of ESCs [36]. Myc function in the inhibition of differentiation and promotion of proliferation are present not only in ESCs, but also in adult stem cells. It is hypothesized that the activity of adult stem cells is essential to replenish mature cells constantly lost due to normal tissue turnover. Myc overexpression upsets this balance between self-renewal and differentiation, leading to an expansion of stem cell pools and a concomitant loss of all differentiated cell lineages in hematopoietic stem cells, renal stem/progenitor cells and skin stem cells [36], [37]. In our study, Myc was highly expressed in BASCs, the developing lung, and Ras-induced lung adenocarcinoma. Depletion of c-Myc in BASCs led to decreased cell survival and a reduction in cell proliferation. It remains to be demonstrated if depletion of c-Myc in BASCs will promote differentiation to AT1, AT2 and Clara cells similar to the promotion of differentiation with c-Myc depletion in ES cells. We did observe however that the mRNA expression of differentiated lung epithelial markers including SP-C, CCA and Aquaporin were unchanged in our array data, suggesting that the incomplete depletion of c-Myc alone has no effect on the differentiation of BASCs (data not shown).

Myc is a transcriptional factor, directly binding E-box elements (with its partner Max) to regulate gene transcription [14]. In our study, we identified 250 Myc-regulated genes in BASC cells. Enrichment analysis of gene ontology terms indicated that downregulated genes in comparing c-Myc knockdown cells with wild type controls were associated with cell cycle and cell migration functions, while upregulated genes were associated with development and cell differentiation. Among these dynamically expressed genes, 88 genes were identified that had at least one binding site for Myc/Max complexes on their respective promoters (Figure 6).

**Figure 6:**
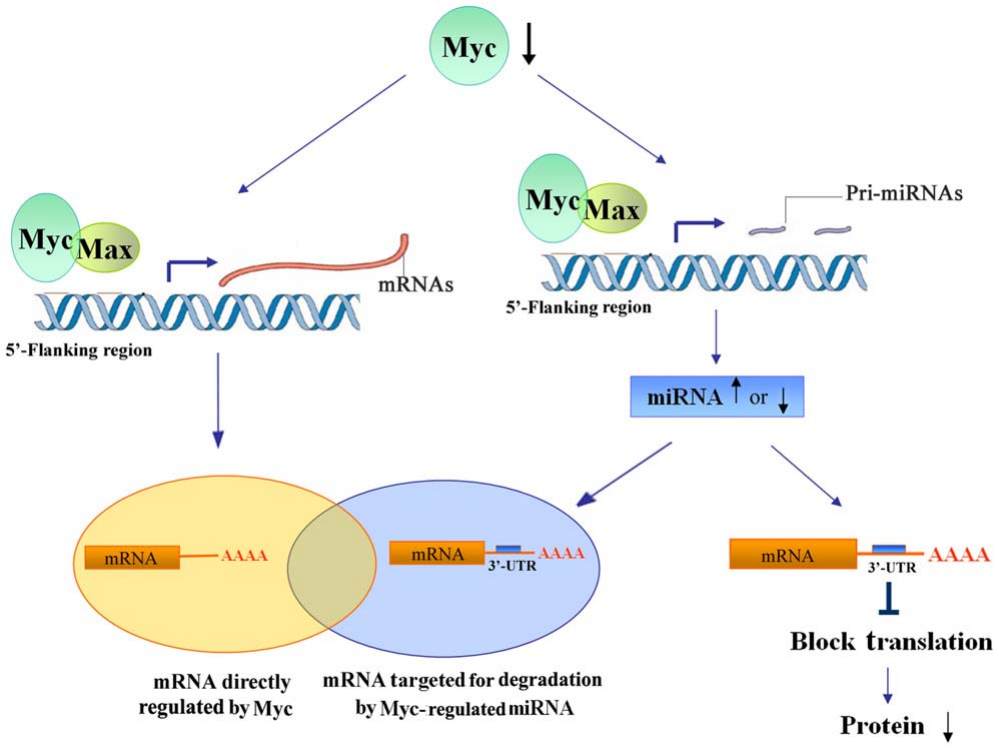
Schematic representation of c-Myc regulating cell proliferation and controlling cell fate in BASCs through both transcriptional and post-transcriptional pathways. The depletion of c-Myc in BASCs resulted in decreased proliferation and cell death. 250 mRNAs and 17 miRNAs were dynamically regulated in c-Myc depleted BASCs. The model (from our work and others) depicts c-Myc regulating downstream gene expression through two distinct mechanisms. 1) Transcriptional level: c-Myc directly regulates mRNA transcription with its partner Max through c-Myc/Max binding sites in the 5′-flanking promoter region of target genes. 88 genes were identified as potential downstream genes through a position weight matrix based method in conjunction with changes in mRNA level. 2) Post-transcriptional level: c-Myc indirectly regulates mRNA and protein expression through miRNAs. Myc can regulate miRNA expression through c-Myc/Max binding sites [41], and we identified Myc-regulated miRNAs by comparing the c-Myc depleted group with controls. The mature miRNA can then negatively regulate gene expression through one of 2 mechanisms; a) by miRNA/mRNA binding and degradation, which is dependent on sequence complementarity between the miRNA and the target mRNA (57 genes were identified as targets of miRNAs through miRBase and TargetScan-based computational mapping); or b) miRNAs suppressing gene expression by blocking protein translation independent of changes in mRNA level [28], [40].

In addition to regulating protein coding mRNAs, accumulating evidence demonstrates that Myc transcriptionally regulates miRNAs [38]. Recent work suggests that Myc regulates a much broader set of miRNAs than previously anticipated [39]. MiRNAs are a class of small RNAs that regulate the expression of target genes at the post-transcriptional level. They are first transcribed from miRNA genes in the nucleus as pri-miRNAs, then transported into the cytoplasm as hairpin structures where they are cleaved to form mature single strand miRNAs. Mature miRNAs are then recruited into nucleoprotein complexes called RNA-induced silencing complexes (RISC). Based on the pairing of miRNAs and their 3′-UTR target sites, the complexes can inhibit translation by either degradation of the mRNAs or by blocking translation without degrading the targets [28], [40].

In our study, through miRNA profiling, we identified 17 Myc-regulated miRNAs in BASC cells in culture. We noticed that several members of the miR-17-92/106b cluster, such as miR-17, miR-19b, miR-20a and miR106b, were increased in expression with depletion of Myc in BASCs. A number of studies have demonstrated that the miRNAs in this cluster play roles in lung development and lung cancer [41], [42]. The potential mechanisms involved may include activation of targets such as RbI2 E2F1-3, and PTEN, all known cell cycle regulators [43], [44]. However, Carraro et al. suggests that the function of the miR-17-92 cluster may be to maintain the structural homeostasis of developing lung epithelium through the targets Mapk14 and stat3, as systematic inhibition of miR-17 did not produce an arrest of proliferation [45]. Through comparison of miRNA and mRNA expression profiles in lung development, previous work by our group indicated that the cluster most likely plays a role in the later stages of lung development after lung branching morphogenesis is complete [28]. Our data from this study support the notion of the miR-17-92/106b cluster having a role on inhibition of proliferation and promotion of differentiation.

The miR-34 family was first identified as transcriptional targets of p53 [46], [47]. MiR-34a is the most well characterized family member and is transcribed from a locus separate from miR-34b/c which is produced as a single primary transcript [48]. In our study, three miR-34 members including miR-34a, miR-34b-3p and miR-34c were increased with Myc depletion in BASCs, supporting the concept that all three members have potent anti-proliferative affects with miR-34a additionally promoting apoptosis [48], [49]. 

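The ΔCT of miR-26a was 8.96 ± 0.155 (SD, n = 2) in control BASCs and 7.86 ± 0.153 (SD, n = 2) after c-Myc depletion, a log2 change of 1.10 (standard error 0.16, adjusted p = 0.0190 from limma). Its CT in depleted replicate 2 is one of those that carry 8 decimals, and the ΔCT there, 7.75654, is equal to that of miR-34b-3p in control replicate 2. Without that sample the change was 0.99. miR-26b, of the same family, changed by 0.02. Its sign turned negative under median centring (-0.37), with snoRNA135 and snoRNA202 in place of U6 (-0.28) and under quantile normalization (-0.33).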

In our study, miR-26a was increased with depletion of Myc in BASCs. It has been reported that miR-26 is transcriptionally regulated by Myc and contributes to tumorigenesis [39].

Computational miRNA target prediction algorithms have been developed based on common features of known miRNAs and their mRNA target interactions. These have greatly facilitated the search for miRNA targets, but computational miRNA target prediction does not account for true cellular context and physiologic factors [50] . For the current study, both miRBase and TargetScan were used to predict direct miRNA targets by comparing negatively correlated miRNA expression with computational predictions. Comparisons with TargetScan require stringent seed pairing, and miRBase requires moderately stringent seed pairing, but even perfect base pair matching does not necessarily guarantee interaction between specific miRNAs and target genes [51]. Wobble base pairs are often tolerated in target sites [52]. Given these differences, we utilized results from both the miRBase and TargetScan databases. In total, we identified 57 mRNA targets for 17 miRNAs through such an approach. Interestedly, we found that 25 genes were overlapping between 57 miRNA-regulated genes and 88 genes which had Myc/Max binding sites on their respective promoter. Of Myc-induced genes, 28% appeared to be regulated by Myc-induced miRNA, suggesting these miRNAs may partially exert their function by acting as rheostats to fine-tune gene expression (Table S2, Figure 6).

In this study, we provide insight to how c-Myc might promote cell proliferation and control cell fate in BASCs through both transcriptional and post-transcriptional means. As a transcription factor, Myc binds to E-box elements with its partner Max and regulates the transcription of genes whose products function to drive cell cycle progression and lung development. In addition to regulating protein coding mRNAs, Myc also transcriptionally regulated non-coding miRNAs with negatively correlated mRNA expression and predicted target biding sites. This finding suggests a potential mechanism where some of this expression is a direct result of Myc binding to miRNA promoters [39], with these miRNAs subsequently modifying mRNA expression on a post-transcription level.

## Methods

### Mice and tissue preparation

Approval of the study protocol was obtained from the Mayo Clinic Institutional Animal Care and Use Committee with protocol number A9807. All mice were maintained in a specific-pathogen-free animal facility at Mayo Clinic and all animal experiments were carried out according to the provisions of the Animal Welfare Act, PHS Animal Welfare Policy, and the principles of the NIH Guide for the Care and Use of Laboratory Animals. Lungs of different development stages were isolated by manual dissection with the aid of a dissecting microscope from timed-pregnant ICR mice. Lung tumor tissue was derived from somatic activation of mutant K-ras in a well-described line of transgenic mice [22].

### BASC isolation and culture

BASCs were isolated from the lungs of 4–6 week old ICR mice according to established protocols [1]. Mice were sacrificed, and their lungs were removed and cut into small pieces. Tissue dissociation was performed by treating with dispase (Invitrogen) at 37°C for 20 minutes, then passing the lungs through a 70 µM filter to obtain a single cell suspension. After washing with PBS (phosphate buffered saline), cells were stained with Biotin-conjugated anti-CD31 and anti-CD45, APC-conjugated streptavidin, PE-conjugated anti-Sca1 (BD Pharmingen), and FITC-conjugated anti-CD34 (eBioscience). Cells were washed and sorted for CD31^neg^, CD45^neg^, CD34^pos^ and ScaI^pos^ cells on an Aria Flow Cytometry machine. Sorted BASCs were plated onto irradiated MEF (mouse embryonic fibroblast) cells with BASC media (DMEM, L-glutamine, MEM Non-essential amino acids, Penicillin/Streptomycin, b-mercaptoethanol, HEPES, fetal bovine serum, and LIF). After the population was been established, cells were cultured in BASC media and passaged every 7 days onto MEFs.

### BASC immunostaining

BASCs were stained with anti-SP-C and anti-CCA (1∶500, Santa Cruz) in PBS with 0.2% triton X-100 overnight at 4°C after cells were fixed and blocked. After washing, BASCs were incubated for 30 minutes with rhodamine conjugated donkey anti-goat (Jackson Laboratories), followed by FITC donkey anti-rabbit antibody for 30 minutes at room temperature. After washing, DAPI nuclear staining was performed. The immunostaining of Aquaporin-5 (Calbiochem), a marker of AT1 cells, was performed after BASCs were cultured in SAEM (small airway epithelial media, CnT-34, CellNted) to allow differentiation for 28 days.

### RNA isolation and assessment of stem cell transcription factors

Total RNA was extracted from mouse embryonic stem cells (R1, generous gift of Dr. Janet Rossant) by using Trizol Reagent (Invitrogen). RNA was reverse-transcribed and standard RT-PCR for the 53 genes described was performed (Invitrogen). PCR products were run on agarose gels and the DNA band was cut and purified using the QIAEX II Gel Extraction Kit (Qiagen). DNA amount was subsequently measured using a DNA concentration standard. Developing lung, lung tumor tissue, and cultured BASCs were washed by PBS and total RNA extracted. After reverse-transcribing, absolute quantitative real-time was performed using Brilliant SYBR Green QPCR Master Mix (Stratagene) and the PRISM 7900 system (Applied Biosystems) according to the manufacturer's instructions. After PCR, melting curves was constructed to ensure elimination of nonspecific products. The amount of mRNA was determined by comparing with the standard curves and normalization by β-Actin. The primer sequences utilized are listed in Table S1.

### Lentiviral constructs and transfection

Mouse c-Myc shRNA lentiviral expression vectors (4 in total) and a negative control vector were purchased from GeneCopoeia. All vectors contained the stable cell line selection marker puromycin and EGFP in the vector backbones. Among the 4 shRNA vectors, 2 vectors which targeted regions beginning at 1705 (ACGTCTTGGAACGTCAGAG) and 1923 (CAGCTTCGAAACTCTGGTG) nucleotides for the c-Myc mRNA sequence (NM_010849.4) demonstrated the strongest inhibition of c-Myc. 293 FT cells were transfected in the presence of 10 ug packaging plasmids (GeneCopoeia) and 2 ug of the Lentivirus expression vectors using FuGENE 6 (Roche). Viral supernatants were collected 48 hr after transfection, filtered through disposable 0.45 um cellulose acetate filters (Millipore) and frozen in individual aliquots at −80°C.

BASCs were plated in 24-well plates at a density of 40,000 cells per well and incubated in complete medium overnight to achieve 50% confluence. BASCs were then infected by removing the culture medium and replacing it with 0.25 ml viral supernatant and 0.25 ml complete medium in the presence of 8 ug/ml polybrene (Sigma) for 24 hours. c-Myc knockdown stable BASC cell lines were generated through puromycin (Sigma) selection.

### Western blot Analysis

Immunologic detection of c-Myc with rabbit polyclonal c-Myc antibody (Cell Signaling, 1∶1000 dilutions) was performed. In brief, 20 µg total protein was loaded on an 8% polyacrylamide gel, electrophoresed, and transferred to polyvinylidene diflouride membranes, which were blocked with Tween-Tris–buffered salt solution (TTBS) containing 5% skim milk. Membranes were incubated overnight at 4°C with c-Myc antibody. After washing 3 times with TTBS, membranes were incubated with anti-rabbit IgG-HRP for 1 hour at room temperature and images recorded.

### mRNA and microRNA expression arrays

Messenger RNA expression profiling was performed using the Affymetrix GeneChip Mouse Genome 430 2.0 Array containing probes to query more than 39,000 transcripts. The reverse transcription, labeling and hybridization of mRNA were performed in the Mayo Microarray Shared Resource.

MiRNA expression profiling was performed using the Taqman Rodent MicroRNA Array Card A and Card B (Applied Biosystems) containing all 521 mature mouse miRNAs in miRBase 10.1 http://microrna.sanger.ac.uk. In brief, miRNA was reverse transcribed to cDNA using the Megaplex TM RT Rodent Primers Pool and the TaqMan MicroRNA Reverse Transcription Kit. Quantitative 384 well TaqMan Low Density Array real-time PCR was run on the ABI PRISM 7900 System using the TaqMan Universal PCR Master Mix. Raw miRNA array data was analyzed using RQ manager software on the ABI system. All undetectable data and the data with C_T_ values greater than 35 were treated as 35 [23]. Normalized C_T_ (ΔC_T_) was calculated by comparing each miRNA value to that of small nuclear U6 RNA. The U6 RNA is a common internal control for each microRNA array card. 

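Each card carried 4 U6 wells. On card A the mean U6 CT was 18.9 and 19.1 in control replicates 1 and 2, and 18.9 and 18.8 in depleted replicates 1 and 2. On card B it was 19.6 and 19.8 in the controls, and 18.9 and 19.1 in the depleted samples. The U6 signal was therefore higher in depleted BASCs by 0.15 cycles on card A and by 0.72 cycles on card B, where the SD between the 4 wells was between 0.0578 and 0.131 cycles. Subtracting U6 gave the tested miRNAs a median log2 change of 0.23 on card A and -0.54 on card B, where it had been 0.38 and 0.18 before the subtraction. Before any normalization, snoRNA135 rose by 1.07 cycles on card A and changed by -0.02 on card B, and snoRNA202 changed by -0.17 on card A and rose by 1.00 on card B. U87 rose by 1.14 on card A and 0.53 on card B, Y1 by 0.36 and 0.40, and snoRNA429, present on card B alone, by 1.17.

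**Figure D4:**
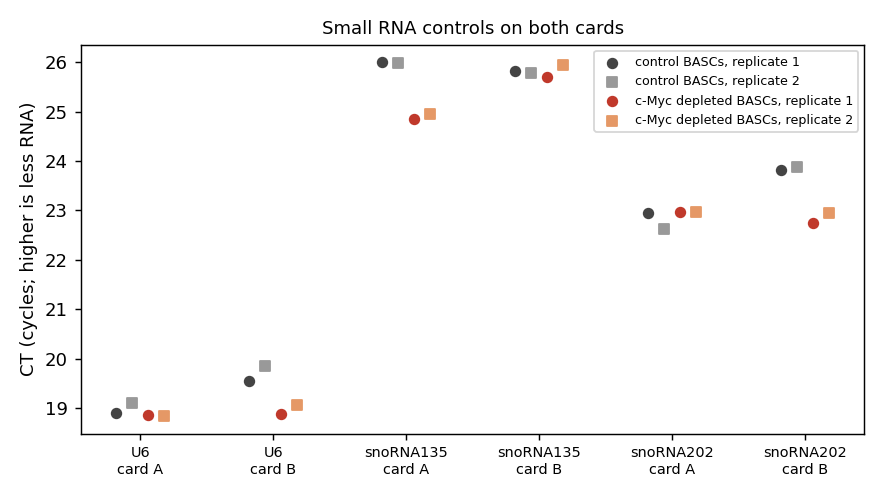
CT of U6, snoRNA135 and snoRNA202 on card A and card B in each of the 4 samples. U6 of the depleted samples lies 0.72 cycles below the controls on card B and 0.15 below on card A, and each snoRNA is about 1 cycle lower in the depleted samples on only one of the cards.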

The copy number of miRNAs in each cell (assuming each cell contains 30 pg of total RNA) was calculated from a formula 10^(40-C^_T_^)/3.34^/22 that was estimated using synthetic lin-4 miRNA [24]. Each profiling experiment is the result of 2 replicates. All array data have been submitted to the Gene Expression Omnibus (GEO) database, with accession number GSE30323 for mRNA and GSE30435 for miRNA data.

### Data processing and analysis

Both mRNA and miRNA array data analyses were performed with the Partek Genomics Suite 6.4 software. For mRNA expression data, Affymetrix CEL files were imported. The data were normalized with the Robust Multichip Average Algorithm [25] and converted to log_2_ values. For miRNA expression data, the ΔC_T_ value was directly imported as a log_2_ value. The greater the ΔC_T_ value, the lower the miRNA expression value. Logged data were used for hierarchical clustering and statistical analysis. After eliminating genes with expression levels at or below background, fold change and p-values derived from ANOVA analysis were used to filter out significantly changed miRNA and mRNA probes.

We assumed that an individual upregulated miRNA may have potential mRNA targets with downregulated expression. Overlapping these potential targets with the computational mRNA targets of each miRNA retrieved from the miRBase (version 5) and TargetScanMouse (5.1) databases, we identified a collection of direct mRNA targets for each miRNA. The software package g:Profiler was used to convert Transcript IDs from miRBase into Affymetrix mouse 430 probe set IDs [26].

### Gene ontology and promoter analysis

Using whole probe sets from the Affymetrix mouse 430 2.0 array as a reference gene list, gene ontology (GO) enrichment analysis was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID, National Institutes of Health) [27]. The most widely used method for recognition of TF binding sites is the application of positional weight matrices (PWM) [19]. MATCH is a PWM based method from BKL TRANSFAC® Pro that was used for c-Myc binding site analysis.

## Supporting Information

Table S1 **Primer sequences for real-time PCR.**
(XLS) Click here for additional data file.

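Table S2 lists the paper's own mRNA array results, which were not analysed here. Each line is one of 250 transcripts with its fold change after c-Myc depletion, the miRNAs predicted to target it and the number of Myc/Max motifs found near its promoter. In the table 131 are listed as up and 119 as down, and Myc itself has the paper's fold change of -2.15. A miRNA is named for 57 of them, 14 up and 43 down, and a motif count is given for 88. Because only pairs of opposite direction were kept, the lines that are down carry miRNAs the study called up, and the reverse. Measured here, miR-126-3p, which is named for the most transcripts, 11, all up, had a log2 change of -2.18. miR-214, named for 8 that are down, had a log2 change of 1.02. miR-34b-3p is named for 7 that are down, and its log2 change over all 4 samples was -1.02, with a positive value of 1.10 in depleted replicate 1 alone.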

Table S2 **Significant genes altered by c-Myc depletion in BASCs, potential regulation by miRNA, and presence of Myc/Max motifs.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

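The data are TaqMan low density array measurements of miRNAs in 4 samples, 2 of control BASCs and 2 of c-Myc depleted BASCs. The authors deposited one table of threshold cycles (CT) for all samples, which by the paper's methods came from the RQ manager software of the instrument. The unit is PCR cycles, a scale on which 1 cycle corresponds to 1 on the log2 scale, and no normalization had been applied to the deposited values. The groups were taken from the sample labels, which name control and c-Myc depleted cells with replicates 1 and 2. The paper also calls the controls wild type. No columns with values of other samples were in the table. The paper's mRNA arrays were not analysed here.

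From the CT values, wells with no CT or a CT above 35 were set to 35, wells of one assay were averaged, and the mean CT of the 4 U6 wells on the same card was subtracted to give ΔCT. The paper does not state in its text how duplicate wells were combined. Mouse miRNAs alone were tested. The miRNAs counted as past the study criteria had a lowest ΔCT below 10, a fold change above 2 in either direction and an unadjusted p below 0.05. Tests used limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on minus ΔCT over the 80 miRNAs past the filter, with Benjamini-Hochberg adjustment. Sets of miRNAs were tested with fry, two-sided, over the 263 detected miRNAs, with adjustment over 10 lists. Tables were prepared with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Copies per cell were 10 to the power of (40 - CT)/3.34, divided by 22, as in the paper.

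The scripts were tested on simulated ΔCT with the spread of the real miRNAs, in 20 runs of 400 miRNAs with 100 changed by 1.5 on the log2 scale. On average 77% of the changed miRNAs were recovered at an adjusted p below 0.05, and 4.06% of the calls were false. fry called a set of 4 raised miRNAs in 100% of the runs and a set of 4 unchanged miRNAs in 10%. The fry rates do not include the adjustment over lists used for the real sets. All these rates hold for the simulated values and need not carry over to the real samples, where many miRNAs shift together. Between control replicates 1 and 2, 60 of the tested miRNAs were higher in replicate 2, with a median log2 difference of 0.23. The number of samples limits the precision: 2 per group give 2 residual degrees of freedom per miRNA before limma's pooling.

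The miRNAs named in the text were fixed before the data were examined: each miRNA the paper names, the detected members of the miR-17 clusters and of the miR-34 and miR-26 families, the 5 largest rises and 5 largest falls past the criteria with non-overlapping groups, and lists of miRNAs typical of endothelial cells, fibroblasts, epithelium, blood and muscle. Only 3 miRNAs fell past the criteria. miR-709, miR-24, miR-29a, miR-322, miR-365, miR-486 and the miRNAs outside the 17 with an adjusted p below 0.05 were chosen after their values were seen. The alternatives set before the data were examined were median centring, snoRNA135 and snoRNA202 as reference, quantile normalization, no ceiling or a ceiling of 32, other ΔCT filters, one-way ANOVA per miRNA as in the paper, a variance trend, a replicate block, leaving out each sample, camera in place of fry, ratios of arithmetic means, and other rules for detection and copies. Median centring within each card, U6 pooled over both cards, leaving out wells with no CT where another well has one, leaving out miR-34b-3p, and copies without the division by 22 were added after the data were seen. Without a ceiling, wells with no CT were left out and a miRNA needed a CT in all 4 samples. The gene annotation, of assembly GRCm38.p6, was used only for names and for which miRNA genes neighbour each other.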

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

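The tests of explanations in this part were chosen after the results were seen.

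Signals were present in assays the paper does not report. Of 67 rat miRNA assays on the cards, 15 had a CT below 35 in at least 1 sample and 11 in all samples, whereas the plant control assay gave no CT. Of these 11, the 5 on card A were each higher after c-Myc depletion, with a median log2 change of 1.12, and of the 6 on card B 5 were lower and 1 higher, with a median of -0.64. Mouse miRNAs in the same CT range had a median of 0.54 on card A (59 miRNAs) and -0.36 on card B (36 miRNAs). Of 10000 random draws of as many mouse miRNAs, 562 gave a median as far from the card's own on card A and 2928 on card B, either way, and 33 gave a median as high on card A. Over both cards together the rat assays lay 0.24 above the mouse miRNAs of their card, and 2634 draws lay as far from 0. A change shared by all miRNAs of a card and a change of the rat assays' own therefore cannot be told apart with so few assays. Whether the rat assays detect mouse miRNAs of the same or similar sequence was not tested, and an effect of c-Myc depletion stays open.

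Outside the 17 miRNAs of Figure 5A, 10 had an adjusted p below 0.05 in limma, 7 higher and 3 lower. The higher ones, let-7i, miR-30c, miR-99a, miR-132, miR-152, miR-222 and miR-365, are on card A, with log2 changes from 0.82 to 0.97. The lower ones, miR-374, miR-805 and miR-706, are on card B. Only miR-706 passed 2-fold. That these rises are on card A and these falls on card B goes with the difference of U6 between the cards, 0.57 cycles, which is taken up under the other observations.

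miR-706 had a log2 change of -2.70 (standard error 0.28, adjusted p = 0.0106 from limma), the largest in size past the criteria. Its wells read CT 30.0 and 29.8 in control replicate 1, 29.3 and 29.9 in control replicate 2, and 28.4 and no CT in each depleted sample. With wells that have no CT left out, the change was 0.59, a rise. The fall is therefore accounted for by wells set to 35, and a biological fall has no value in its favour here. Why those wells gave no CT was not tested.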

How the results depend on the processing

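The number of miRNAs past the study criteria was 16 with U6 of the same card. It stayed between 14 and 16 with no CT ceiling, with a ceiling of 32, with a mean ΔCT of at least 1 group below 10, with one-way ANOVA per miRNA and with a variance trend. It was 7 with median centring (57.1% of them higher, against 81.25% with U6), 7 with snoRNA135 and snoRNA202 (57.1% higher), 8 with quantile normalization (6 higher and 2 lower), 37 with no filter on ΔCT (62.2% higher) and 9 with ΔCT below 10 in all 4 samples (88.9% higher). All 7 or 8 calls under the other scalings were among the 16. The 7 under median centring were miR-34c, miR-130a, miR-574-3p, miR-193b, miR-126-3p, miR-30a* and miR-706. Among alternatives chosen after the data were seen, median centring within each card gave 5 (20% higher), 2 of them among the 16, U6 pooled over both cards gave 6 (66.7% higher), and leaving out wells with no CT gave 15. For the filters the change follows from the number tested, 263 with no filter and 55 with ΔCT below 10 in all samples. For the scalings the cause was not tested beyond the comparison of the cards given under the other observations.

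The number with an adjusted p below 0.05 was 26, 20 higher and 6 lower. It was 3 with median centring (1 higher, 2 lower), 4 with quantile normalization (0 higher, where 20 were higher at an unadjusted p below 0.05, and 4 lower), 2 with no filter, 17 with ΔCT below 10 in all samples and 3 with one-way ANOVA per miRNA. It was 1, a fall, with median centring within each card, where limma gave all miRNAs one common spread, and 14 with U6 pooled over both cards. With snoRNA135 and snoRNA202 it was 18, 12 higher and 6 lower. The other alternatives gave 23 to 27, apart from the replicate block. No counts were computed with a sample left out, since a group of 1 sample has no spread of its own.

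The median of the 4 named members of the miR-17 clusters, 1.15, kept its direction and lost its adjusted p below 0.05 with median centring (0.76), median centring within each card (0.65), snoRNA135 and snoRNA202 (0.85) and quantile normalization (0.94), and, at 1.15, under camera with an estimated correlation. It held under camera with a preset correlation. The median of all detected members, 0.24, reversed with median centring (-0.085), median centring within each card (-0.042), snoRNA135 and snoRNA202 (-0.017) and a ceiling of 32 (-0.15), and passed the threshold at 0.24 with no ceiling. The median of the miR-34 family, 0.68, kept its direction and lost the threshold with median centring (0.57), median centring within each card (0.65), snoRNA135 and snoRNA202 (0.64) and quantile normalization (0.89), and, at 0.68, under both forms of camera. It was 1.17 without miR-34b-3p. The median change of the tested miRNAs was 0.05 and moved to -0.27 with median centring. miR-19b had 5728 copies per cell in depleted BASCs and 5438 when CT was shifted so that U6 was equal. Without the division by 22, chosen after the values were seen, it had 126025, which follows from the formula. The cause of the other changes was not tested.

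Across the 4 fits that each left out one sample, the median of the 4 named members of the miR-17 clusters ranged from 1.13 to 1.18, that of all detected members from -0.22 (without control replicate 1) to 0.34, that of the miR-34 family from 0.65 to 1.13 (without depleted replicate 2) and that of the tested miRNAs from -0.17 to 0.16. miR-34b-3p ranged from -3.15 to 1.10, miR-93 from -0.20 to 0.33 and miR-26b from -0.044 to 0.076. The other 22 single miRNAs kept their direction in each of these fits.

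Of single miRNAs, miR-34b-3p reversed from -1.02 to 0.17 with the ratio of arithmetic means. miR-706 reversed from -2.70 to 0.59 both with no ceiling and with wells that have no CT left out. miR-93 reversed from 0.07 to -0.32 with median centring, -0.44 with median centring within each card, -0.22 with U6 pooled over both cards and -0.23 with snoRNA135 and snoRNA202. miR-26b reversed from 0.02 to -0.37, -0.49, -0.27 and -0.28 under the same alternatives, and to -0.33 under quantile normalization. Over single miRNAs and alternatives that kept every sample, the direction and the side of an unadjusted p of 0.05 (the direction alone where no test was made) stayed the same in 181 cases. In 21 the p was no longer below 0.05, in 11 it newly was, and in 12 the direction reversed. Of the 21, 15 came from median centring within each card, the fit with one common spread. This count leaves the limit of 2-fold aside, which 7 of the 16 miRNAs past the study criteria still met together with the p under median centring.

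The replicate numbers are shared between the groups, but neither the paper nor the labels say that they pair the samples. The deviations of samples with the same number had a correlation of -0.44 across the 80 tested miRNAs. With the replicate number as a block, 16 miRNAs passed the study criteria, and 0 had an adjusted p below 0.05, with 26 at an unadjusted p below 0.05. The medians of the 4 members of the miR-17 clusters, 1.15, and of the miR-34 family, 0.68, no longer passed the threshold in the block fit, which leaves 1 residual degree of freedom.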

Differences from the paper's values

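The paper gives a copy number of 11333 per cell for miR-19b, and the formula of the methods gave 5728 in depleted BASCs. None of the alternatives set before the data were examined closed the gap: with CT shifted so that U6 was equal it was 5438, and from the mean CT 5728. For the miR-34 family the copies in Fig. 5C, read by eye, are larger than those of the formula. For miR-34a the paper shows about 2000 in control BASCs in Fig. 5C against 45.9 here, and about 4500 in depleted BASCs against 114. For miR-34b-3p it shows about 17000 in control BASCs against 378, and about 38000 in depleted BASCs against 468, the mean of 888 in replicate 1 and 48.2 in replicate 2. For miR-34c it shows about 1000 in control BASCs in Fig. 5C against 25.7, and about 4300 in depleted BASCs against 111. Without the division by 22, the values here are 1011 and 2509 for miR-34a, 8314 and 10302 for miR-34b-3p, and 566 and 2432 for miR-34c, a choice made after the values were seen. The paper's values are 38.8 to 45.0 times those of the formula, and 1.77 to 2.04 times those without the division, with miR-34b-3p in depleted BASCs apart. For that one the ratios are 81.2 and 3.69 over both replicates, and 42.8 and 1.94 with replicate 1 alone. Leaving out the division thus removes most of the gap for the miR-34 family, but not all of it, while for miR-19b the paper's value is 1.98 times that of the formula with the division and below the 126025 copies without it. Neither of the alternatives set before the data were examined, equal U6 and the copies of the mean CT, closed these gaps.

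The paper's fold changes match those measured here only after a change of scale. For miR-126-3p the paper gives 23-fold, where the fold change here was 4.53 and 2 to the power of that was 23.2. The paper's 17-fold for miR-34c stands beside 3.92 and 15.2 on the same scale, its 12-fold for miR-130a beside 3.63 and 12.4, its 9-fold for miR-574-3p beside 3.18 and 9.08, and its 8-fold for miR-193b beside 3.02 and 8.12. On that scale none of the 5 differs by more than 1.5 times.

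The paper lists miR-34b-3p as higher after depletion, in its text and in Fig. 5C. Its log2 change here was -1.02 over all samples. The settings that gave a rise were the ratio of arithmetic means (0.17) and leaving out depleted replicate 2 (1.10), where no test was made. With median centring within each card, chosen after the data were seen, it was called as lower. In that fit limma gave all miRNAs one common spread, so the distance between its own depleted samples did not enter the test. The paper lists miR-28* among the lower miRNAs past its criteria. Its log2 change here was -0.75, under 2-fold, and no setting that was run called it. miR-30a* was called with limma and was not called with one-way ANOVA per miRNA, the test of the paper's methods, nor with quantile normalization, U6 pooled over both cards or median centring within each card. miR-706 passed the criteria here and is not in Fig. 5A. It was not called with no ceiling, with a mean ΔCT of at least 1 group below 10, with ΔCT below 10 in all 4 samples, or with wells that have no CT left out, the last chosen after its values were seen. The paper places miR-34b among the 5 most expressed of the 17. Here it ranked the fifth in control BASCs and 7 by the mean of the depleted BASCs, where miR-20a took the fifth place. In depleted replicate 1 alone it also ranked the fifth, and in replicate 2 its rank was 16.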

Other observations

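The tests in this part were chosen after the patterns were seen, except 2 tests of the gathering of CT values. The second of these was devised after the first had failed but before its own outcome was seen. The rule for reading their counts was set after the counts of both had been seen.

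After U6 normalization, the tested miRNAs of card A were higher and those of card B lower by their medians. The median log2 change of the tested miRNAs was 0.23 on card A and -0.54 on card B, a difference of 0.77. Before the U6 subtraction the cards differed by 0.20 (SD 0.0875 over the 4 pairs of a control and a depleted sample), and U6 itself changed by 0.57 cycles more on card B than on card A, although both cards measure the same RNA. A candidate explanation is that U6 changed differently from the miRNAs on card B, which the difference of 0.20 is consistent with. A difference in the cDNA yield of the whole card B reaction would raise its miRNAs by the same 0.57, which was not seen, but a true fall of the card B miRNAs would hide it, so the 2 cannot be told apart. snoRNA135 and snoRNA202 changed by 1.07 and -0.17 on card A and by -0.02 and 1.00 on card B, Y1 by 0.36 and 0.40 and U87 by 1.14 and 0.53, so snoRNA202 rose more on card B, as U6 did, Y1 changed by nearly the same amount on both cards, and snoRNA135 and U87 rose more on card A. miR-28* and miR-30a*, which the paper lists as lower, are both on card B.

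CT values gathered just below whole cycles. Of 1070 CT values of mouse miRNAs below 35, 44.7% lay in the last 0.1 of a cycle, where an even spread gives 10%, and 46.2% in control samples. For 106 single-well miRNAs with a CT below 32 in all samples, the change between groups before normalization was under 0.25 cycles for 37, within 0.25 cycles of 0.5 for 19 and within 0.25 cycles of 1 for 38, so changes gathered near 0 and near 1 cycle. The limit of 2-fold lies at 1 cycle. A candidate explanation is that the gathering of CT values turns graded changes into steps. If so, differences between replicates were thought to gather near 1 cycle as well, and they did not: 9 of 212 lay within 0.25 cycles of 1 and 73 within 0.25 cycles of 0.5. The test set beforehand therefore came out against the explanation, although replicates differ by little and leave few differences near 1 cycle. A narrower form, that the steps arise only where CT values are gathered, was tested next. Among 42 pairs of a control and a depleted CT with neither in the last 0.2 of a cycle, 11 differences lay within 0.25 cycles of 1 and 14 within 0.25 cycles of 0.5, too few to decide, so that this form and its opposite cannot be told apart. A doubling of a set of miRNAs in the cells stays open, since it would leave the 46.2% in the controls unexplained but is not excluded by it.

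The deposited CT values of 13 miRNAs differ in form from the rest. Of the depleted samples' values, 11 in replicate 1 and 13 in replicate 2 carry 8 decimals, and no control value does. All 24 equal the U6 mean plus a ΔCT of 6 significant digits, consistent with CT values computed back from a rounded ΔCT. All 13 miRNAs are among the 17 the paper names, and 12 of them passed the study criteria, 11 of the 13 higher miRNAs included. Of the 16 miRNAs past the criteria, 4 have no such value. Why these values were entered this way was not tested, and whether they equal the CT first exported cannot be read from the table.

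Among these 24 values, 4 pairs of equal ΔCT occur, to all printed digits. miR-34b-3p in depleted replicate 2 equals miR-34a in control replicate 1 (11.0558), miR-26a in depleted replicate 2 equals miR-34b-3p in control replicate 2 (7.75654), miR-139-5p equals miR-34a in depleted replicate 1 (9.80183), and miR-106b in depleted replicate 2 equals miR-365 in control replicate 2 (9.88097). When the 24 values were shifted at random by up to 0.5 cycles, the mean number of equalities was 0.0515, and 0 of 10000 draws gave 4. A candidate explanation for the distance between the depleted samples of miR-34b-3p is thus a value carried over from another entry of the table. A difference between the whole of these 2 samples is not borne out, since the median of the 80 tested miRNAs differed by -0.11 and that of miR-34b-3p by -4.25. Less of a transcript shared with miR-34c in depleted replicate 2 would lower both strands of the miR-34c hairpin by several cycles. miR-34c*, which has no CT with 8 decimals, differed by -0.0063 between the depleted samples, which argues against it. A change of miR-34b-3p apart from that transcript was not tested.

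Lists of miRNAs typical of other cells were compared. The 8 fibroblast miRNAs in the table, 1 of which is among the 17, had a median CT of 27.6 in control BASCs and 27.2 in depleted BASCs, with miR-145 the most abundant at 24.9. The 9 epithelial miRNAs had median CTs of 34.7 and 35, with miR-200c the most abundant at 33.6. A candidate source of the abundant fibroblast list is RNA of embryonic fibroblasts used as feeder cells. The paper's methods describe passage onto such cells, whereas its results describe collagen-coated dishes once the cells had become established. The level in BASCs themselves is not known, so the value of 27.6 cannot decide between RNA of feeder cells and that of the BASCs. Why the epithelial list lay near the detection limit was not tested. The median log2 changes were 0.43 for the fibroblast list (fry, adjusted p = 0.00726 over the 10 lists with limma, 5 of 8 higher; under 9 alternatives the adjusted p ranged from 0.00775 to 0.963 and was below 0.05 in 1, and the median ranged from -0.045, with a ceiling of 32, to 0.82), -1.16 for the epithelial list (adjusted p = 0.136, 0 of 6 detected higher), -0.74 for blood (adjusted p = 0.594, 1 of 5 higher) and 0.51 for muscle (adjusted p = 0.594, 1 of 2 higher), the last 3 near the detection limit. The 17 miRNAs of the paper had a median of 1.10 (adjusted p = 0.00726, from 0.00760 to 0.739 over the alternatives and below 0.05 in 4 of 9) and the 3 of the miR-26 family 0.02 (adjusted p = 0.0407, 2 higher, from 0.0387 to 0.963 over the alternatives and below 0.05 in 2 of 9). Under median centring these 3 lists had adjusted p-values of 0.834, 0.395 and 0.834, and under camera with a preset correlation 0.198, 0.000319 and 0.611. fry does not test the median. In the miR-26 family, miR-26b stood at the median of 0.02 and miR-26a at 1.10, with a CT of 8 decimals in depleted replicate 2. The epithelial list passed the threshold under camera with a preset correlation (adjusted p = 0.0242, but 0.355 with no ceiling and 0.381 with a ceiling of 32) and not with an estimated one (0.587) or under fry with 9 alternatives (0.0701 to 0.542). For blood and muscle camera with a preset correlation gave 0.344 and 0.891.

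miR-126-3p is the one miRNA on card A that fell past the study criteria, and it is typical of endothelial cells. A candidate explanation is less endothelial RNA in the depleted samples. miR-126-5p, from the same hairpin, changed by -0.82, near the detection limit. The 2 members of that list had a median of -1.498 (fry, adjusted p = 0.00547 with limma, from 0.00444 to 0.182 over 9 alternatives and below 0.05 in 5, and 0.0568 under camera with a preset correlation). Both come from one gene, so a loss of endothelial RNA and a fall of that gene in BASCs cannot be told apart.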
